A study of Homo sapiens with 4 samples. Its data were reported in "KIAA1429 contributes to liver cancer progression through N6-methyladenosine-dependent post-transcriptional modification of GATA3" (2019).

How the data were processed

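RNA was sequenced from HCCLM3 cells carrying a control hairpin (2 shCtrl samples) or a hairpin against KIAA1429 (2 shKIAA1429 samples), and each sample's group and replicate number were taken from its title. By their methods, the authors aligned paired reads with TopHat, counted them per gene with HTSeq and compared the groups with DESeq. The deposited files hold another measure: FPKM values per annotated transcript, as the file headers state, made by the authors with a quantification tool that is not stated. FPKM divides fragments by transcript length and by the total mapped, so a few abundant RNAs shift all other values; the 2 most abundant transcripts took 18.4% and 17.9% of the summed FPKM in shCtrl replicates 1 and 2, and 19.8% and 19.4% in shKIAA1429 replicates 1 and 2. Mitochondrial transcripts took 9.44%, 9.29%, 10.6% and 9.34% in the same order. The listed transcripts all exceeded 0.5 FPKM in at least 1 sample, the lowest maximum being 0.504, so transcripts below that level were not analysed here. Values were not whole multiples of a read, and depth per sample could not be recovered and is unknown; no interval that needs a depth is given.

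The files use GRCh37 positions and GENCODE transcript identifiers. Of the listed transcripts 97.2% matched an identifier of the GENCODE 44 annotation lifted to GRCh37, and 100% of those overlapped the position given there, while 66.8% had the same start and end. Positions are given as in the files, and exon numbers are from that annotation. In shCtrl replicate 1 and shKIAA1429 replicate 2, 108 gene symbols had been turned into dates and were recovered from the other files. The order of rows was checked, and 2 of the 38510 rows stood outside the order of identifiers. The antisense gene of GATA3 and the m6A and KIAA1429-binding assays of the study were not analysed here.

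FPKM of the listed transcripts were summed per gene. The sum does not correct for reads assigned between overlapping transcripts, and overlapping genes, paralogs and antisense genes remain uncertain because the strand and multiple-mapping rules are not stated. The design, written before the data were examined, assumed read counts and a count test, with a rule for normalized values; since the files hold FPKM and no counts, that rule was applied and no count test was run. Genes with an FPKM of at least 1 in at least 2 samples were kept, log2(FPKM + 1) was taken, and the groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided, group only, 2.87 prior degrees of freedom). p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The thresholds were an adjusted p-value under 0.05 and an absolute log2 fold change over 1, as in the methods of the study. A list of 7 genes named by the study and a list of 15 m6A machinery genes were also adjusted over the list alone. The 8 gene lists, fixed before the data were examined, were tested with camera at a correlation of 0.01 and adjusted over the 8. Single genes beyond these lists were to be the 5 largest rises and 5 largest falls past both thresholds with a mean of at least 5 FPKM; none passed, and the genes named instead were chosen after their values were seen. IFIT1 and KCTD20 were likewise chosen after their values were seen.

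The test was run on simulated data for 11657 genes with 200 genes changed by known amounts and a spread drawn from the fitted distribution. It recovered 146 of the 200, made 10 false calls, and gave an unadjusted p under 0.05 to 5.07% of unchanged genes. These simulated genes vary independently, which the real genes need not do. Every planted change was larger than the fold change threshold, so the recovery of smaller changes was not tried. The list tests were also run with known falls added to the interferon-stimulated genes and, separately, to genes that vary independently. The independent genes were drawn with a fixed spread that was not fitted to these libraries.

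The alternatives tried were upper quartile scaling, no filter on low values, an FPKM of at least 1 in every sample, a pseudocount of 0.1, the replicate number as a block, leaving out each replicate, either threshold alone, treat with a minimum fold change of 1.5, a robust variance estimate, fry, camera with an estimated correlation, and Spearman's correlation. Testing each transcript, exchanging the identifiers of the 2 rows out of order, and fry and the estimated correlation together with the block were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.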

Results

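HCCLM3, a human hepatoma cell line, was infected with a lentivirus carrying either a control short hairpin RNA (shCtrl) or a hairpin against KIAA1429 (shKIAA1429), and its RNA was sequenced. KIAA1429, listed under its current symbol VIRMA, encodes a member of the methyltransferase complex that writes N6-methyladenosine (m6A) on RNA. The data comprised 4 libraries, 2 per group. Each library held the FPKM (fragments mapped to a transcript, scaled to its length and to the total mapped in the library) of the same 38510 annotated transcripts from 13036 genes. The FPKM summed to 370253.5 and 374278.4 in shCtrl replicates 1 and 2, and to 390224.4 and 382016.4 in shKIAA1429 replicates 1 and 2. Read depth per library is unknown, since the values are normalized, so no counting error could be attached to single values. A gene's value was the sum of its listed transcripts, and 11657 genes with an FPKM of at least 1 in at least 2 samples were tested. Fold changes are shKIAA1429 over shCtrl on the scale of log2(FPKM + 1), which understates the change of low genes.

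The replicates were compared first. Across the genes tested, the Pearson correlation of log2(FPKM + 1) was 0.972 between the shCtrl replicates and 0.968 between the shKIAA1429 replicates. It was 0.975 between replicates 1 of both groups and 0.975 between replicates 2. The remaining pairs gave 0.970 for shCtrl replicate 1 with shKIAA1429 replicate 2, and 0.961 for shCtrl replicate 2 with shKIAA1429 replicate 1. Samples of the same group were no more alike than samples of different groups. Genes are not independent replicates, and these correlations were not tested. Spearman's rho was lower, at 0.964 within shCtrl and 0.959 within shKIAA1429.

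To check the knockdown, the targeted gene was examined in every sample. VIRMA (ENSG00000164944.11_3) lies on the minus strand of chromosome 8, from 95499921 to 95565757 in GRCh37. Its summed FPKM was 9.37 and 14.1 in the shCtrl replicates and 6.90 and 8.52 in the shKIAA1429 replicates, so that both shKIAA1429 values lay below both shCtrl values. The means were 11.8 ± 3.37 FPKM (SD, n = 2) in shCtrl and 7.71 ± 1.15 FPKM (SD, n = 2) in shKIAA1429. The log2 fold change was -0.53 (SE 0.24), with a limma adjusted p-value of 0.917 over all genes tested, which did not pass. The means differed by more than the SD of either group, but by less than the shCtrl replicates differed from each other. A two-sided exact permutation test gave p = 0.333, the smallest value that 2 samples against 2 allow. The fold change depended on the shCtrl samples: it was -0.26 without shCtrl replicate 2 and -0.80 without shCtrl replicate 1. The longer of its main transcripts (ENST00000297591.9_1), with 24 exons, was at 5.16 and 3.44 FPKM in shCtrl and at 3.89 and 2.08 FPKM in shKIAA1429. The shorter (ENST00000421249.2_1), with 13 exons, was at 3.86 and 10.7 FPKM in shCtrl and at 1.92 and 6.44 FPKM in shKIAA1429. The ranges of both transcripts overlapped between the groups, while each transcript was lower in either shKIAA1429 sample than in the shCtrl sample with the same replicate number.

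**Figure D1:**
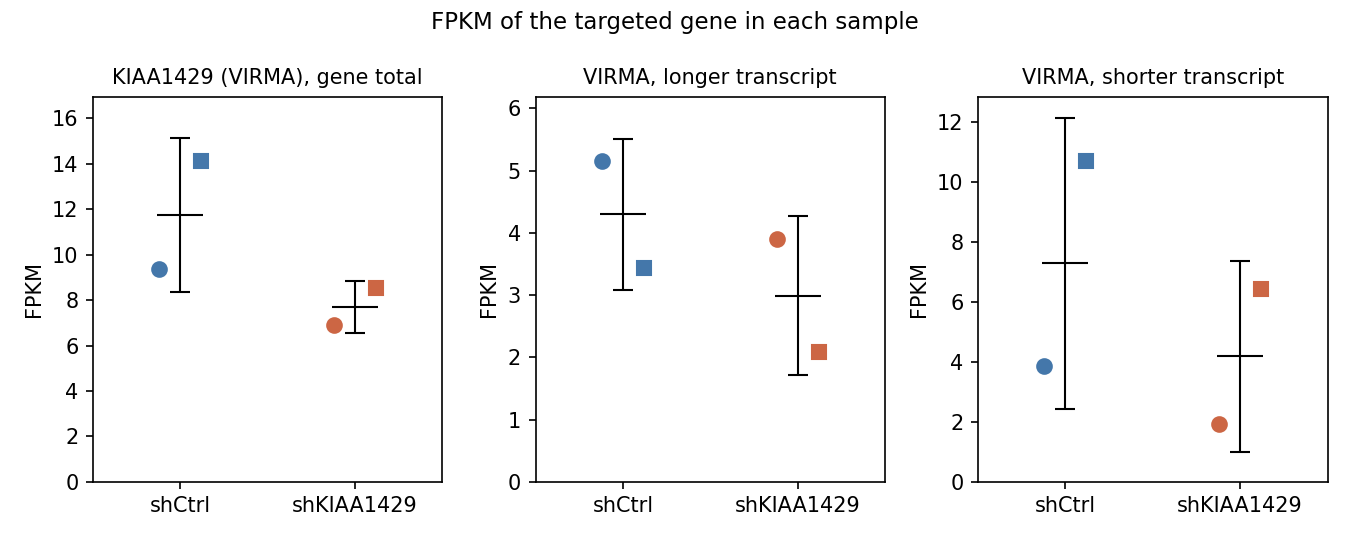
FPKM (vertical axes, from 0) of the VIRMA total and its 2 most abundant transcripts in shCtrl and shKIAA1429 samples. Circles are replicate 1, squares replicate 2, horizontal lines the group mean and bars the SD; the groups separate for the total (9.37 and 14.1 against 6.90 and 8.52) and overlap for each transcript.

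To find genes that changed with KIAA1429 knockdown, all 11657 genes were tested with the thresholds used by the study, an adjusted p-value under 0.05 and an absolute log2 fold change over 1. No gene passed: 0 genes were higher and 0 lower in shKIAA1429. The smallest limma adjusted p-value was 0.238. At an unadjusted p under 0.05 there were 656 genes, 347 higher and 309 lower, where chance alone gives 582.85. By fold change alone, with no test, 125 genes passed, 58 higher and 67 lower, which was the alternative that moved this count most. Splitting the 4 samples by replicate number in place of the group gave 154 genes over that fold change, and the remaining split gave 84. In simulated data with the same number of samples and a spread estimated from these libraries, the same test recovered 146 of 200 changed genes. Every planted change was larger than the fold change threshold. Smaller changes, or fewer changed genes, were not simulated, so how often the test misses those is unknown. With each transcript tested by itself, 0 of 24996 transcripts passed both thresholds and 1570 had an unadjusted p under 0.05, where chance gives 1249.8. The split by replicate number gave 2150 transcripts under 0.05 and the remaining split 1093, with 0 and 3 past both thresholds. Since no gene passed, the rule for naming genes selected none, and the 7 genes that shared the smallest adjusted p-value of 0.238 by limma are named here after their values were seen: CS, GATA3, ZNF133, CEND1, GABARAPL1, LCE1F and MLST8. CS was at 90.0 and 102.5 FPKM in shCtrl and at 27.8 and 28.5 FPKM in shKIAA1429, a log2 fold change of -1.74 (SE 0.13). The log2 fold change was -2.21 for GABARAPL1, -1.91 for LCE1F and -1.86 for CEND1, and 1.96 for ZNF133 and 1.59 for MLST8.

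**Figure D2:**
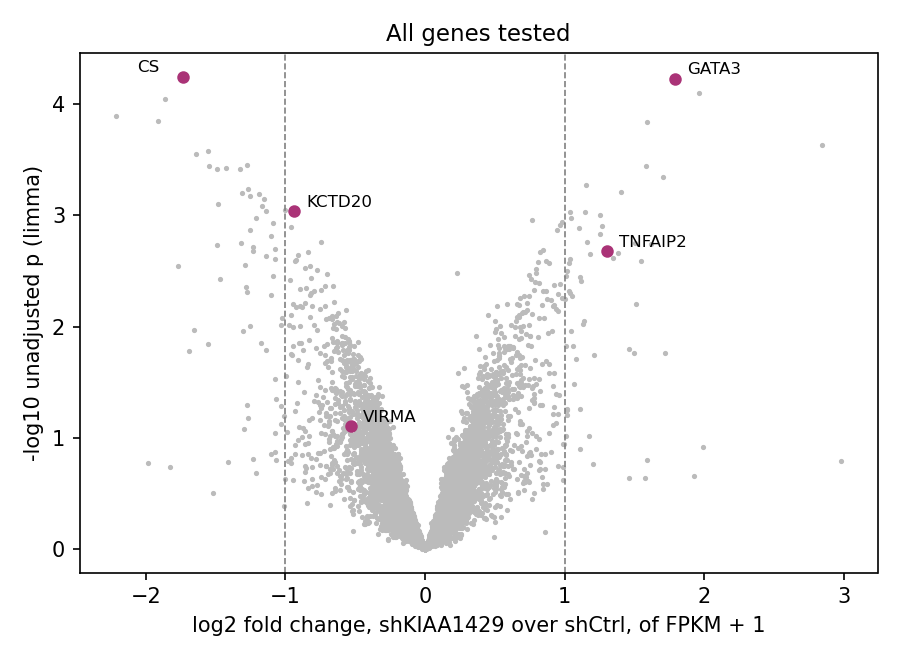
Log2 fold change of FPKM + 1, shKIAA1429 over shCtrl (horizontal axis), against -log10 of the unadjusted limma p-value (vertical axis) for the 11657 genes tested, each a point, with dashed lines at a log2 fold change of -1 and 1. GATA3 and CS lie at the top, with an adjusted p-value of 0.238 each, and VIRMA at a log2 fold change of -0.53.

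GATA3, which encodes a transcription factor, was the gene that the study took forward as acting downstream of KIAA1429. By qPCR and western blot, apart from these libraries, the study also reported higher GATA3 after KIAA1429 knockdown. GATA3 (ENSG00000107485.15_2) lies on the plus strand of chromosome 10, from 8095567 to 8117161 in GRCh37. Its summed FPKM was 9.80 and 8.85 in the shCtrl replicates and 34.1 and 35.3 in the shKIAA1429 replicates. The means were 9.33 ± 0.673 FPKM (SD, n = 2) and 34.7 ± 0.848 FPKM (SD, n = 2). The log2 fold change was 1.79 (SE 0.14). The difference was larger than the spread between the replicates of either group, but its limma adjusted p-value over all genes tested was 0.238, which did not pass. Across the 4 fits that each left out a replicate, the fold change lay between 1.72 and 1.86.

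The rise of GATA3 came from 1 of its 3 listed transcripts. The shorter of its 2 protein-coding transcripts (ENST00000346208.3_1), from 8096769 to 8116853, was listed at 0 FPKM in both shCtrl replicates and at 24.3 and 24.4 FPKM in the shKIAA1429 replicates. The longer (ENST00000379328.7_1), from 8096656 to 8117161, was at 6.88 and 6.24 FPKM in shCtrl and at 6.90 and 8.29 FPKM in shKIAA1429, and the remaining, noncoding transcript was at 2.92 and 2.61 FPKM against 2.83 and 2.55 FPKM. In the reference annotation, all 2650 exonic bases of the shorter transcript, in 6 exons, also belonged to the longer. The row of the shorter GATA3 transcript was 1 of only 2 of the 38510 rows that stood outside the order of transcript identifiers. The other was the shorter of the main transcripts of KCTD20 (ENST00000449081.6_1), on chromosome 6, and each of the 2 rows stood in the place of the other in all 4 files. The values printed for GATA3 depend on which identifier belongs to which row: with the 2 identifiers exchanged, an alternative chosen after the order was seen, the log2 fold change of GATA3 was 0.14 with a limma adjusted p-value of 0.982. KCTD20 (ENSG00000112078.13_2), from 36410544 to 36458920 on the plus strand, was at 54.2 and 49.2 FPKM in shCtrl and at 26.3 and 26.7 FPKM in shKIAA1429 as deposited. Its log2 fold change was -0.94 as deposited and -0.07 with the identifiers exchanged.

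**Figure D3:**
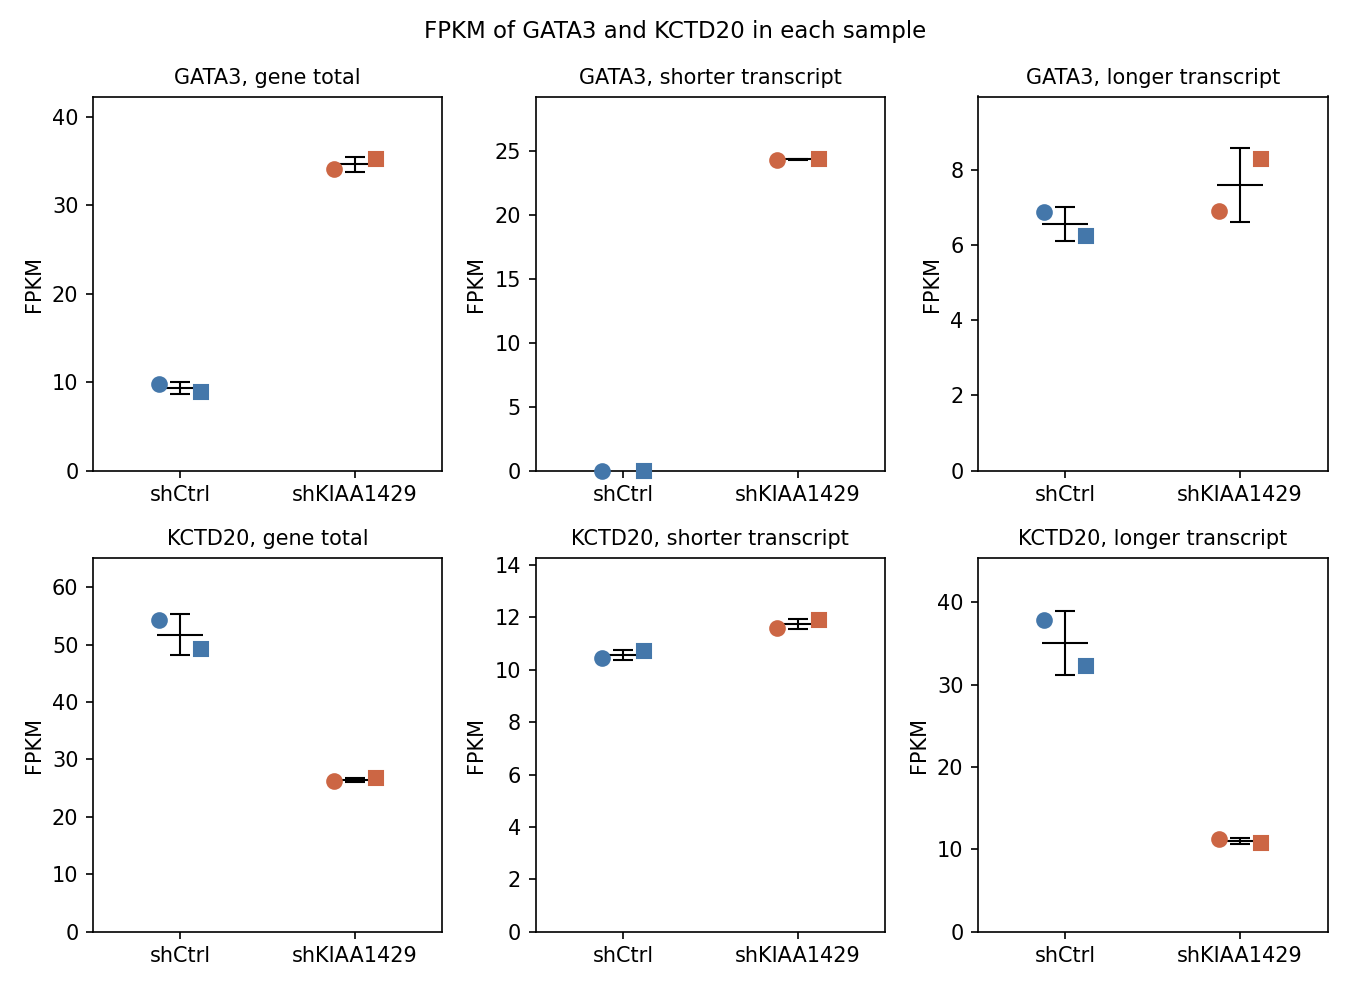
FPKM (vertical axes, from 0) of GATA3 and KCTD20 totals and of the shorter and the longer main transcript of each as deposited, in shCtrl and shKIAA1429 samples. Circles are replicate 1, squares replicate 2, horizontal lines the mean and bars the SD, drawn where no value is 0; the shorter GATA3 transcript is at 0 in both shCtrl samples and the longer KCTD20 transcript is lower in shKIAA1429.

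The study listed 7 genes shared by this comparison and its m6A and KIAA1429-binding assays, which were not analysed here. Over all genes tested, 0 of the 7 passed both thresholds. Adjusted over the list alone, 4 of the 7 had a limma adjusted p-value under 0.05, namely GATA3 (0.000411), TNFAIP2 (0.00729), MSANTD3 (0.00807) and MLPH (0.0214). The list was chosen by the study on these samples, so the adjustment over the list alone is not independent evidence. With the 2 identifiers exchanged, 3 of the 7 were under 0.05 in that adjustment. In 4 of the 7 genes, GATA3, TNFAIP2, MLPH and EIF4G1, a transcript went from under 0.1 FPKM in both shCtrl samples to at least 5 FPKM in both shKIAA1429 samples, as deposited; with the 2 identifiers exchanged, this held for 3 of the 7, without GATA3. TNFAIP2 (ENSG00000185215.8_3; chromosome 14, from 103589779 to 103603776, plus strand) had a mean of 16.5 ± 3.81 FPKM (SD) in shCtrl and 41.9 ± 6.90 FPKM (SD) in shKIAA1429, a log2 fold change of 1.30 (SE 0.22) with an adjusted p-value of 0.429 by limma over all genes. MSANTD3 rose by 0.75 (SE 0.14) and MLPH by 0.75 (SE 0.19) on the log2 scale. CEP250 fell by 0.48 (SE 0.17), with both shKIAA1429 values below both shCtrl values. The fall came mainly from a transcript at 4.64 and 6.18 FPKM in shCtrl and at 0 FPKM in both shKIAA1429 samples. The most abundant of the other CEP250 transcripts rose, from 4.49 and 4.58 FPKM to 6.08 and 6.80 FPKM. EIF4G1 fell by 0.43 (SE 0.24), from 133.1 and 151.5 FPKM to 131.1 and 84.6 FPKM, and only by 0.11 without shKIAA1429 replicate 2. AKT2 changed by 0.29 (SE 0.45), from 6.19 and 16.9 FPKM to 12.1 and 13.6 FPKM, and by -0.37 without shCtrl replicate 1. An AKT2 transcript went from under 0.1 FPKM in both shCtrl samples to 3.06 and 3.55 FPKM in shKIAA1429. That transcript and the CEP250 transcript that fell to 0 missed the count above only by its level of 5 FPKM.

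**Figure D4:**
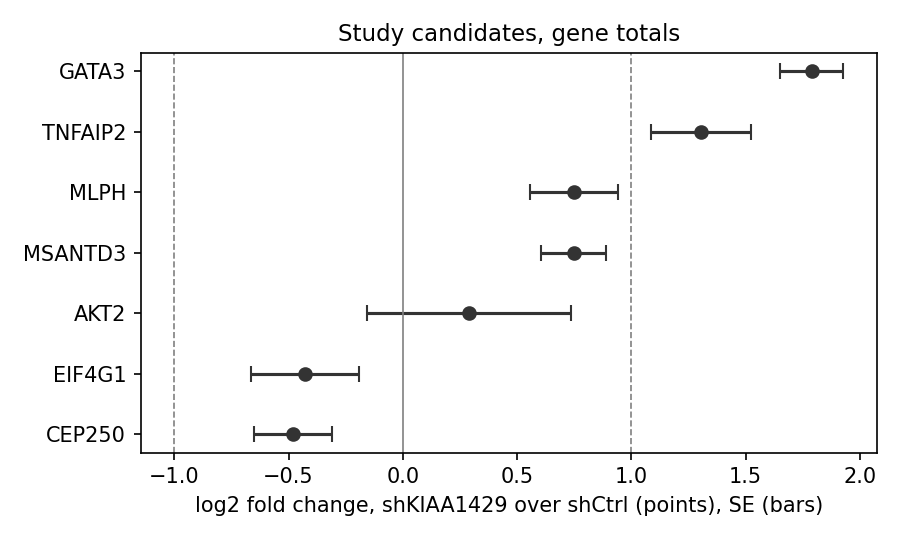
Log2 fold change of summed FPKM + 1, shKIAA1429 over shCtrl (horizontal axis), of the 7 genes listed by the study, with points for the estimates, bars for the SE and dashed lines at -1 and 1. GATA3 (1.79, or 0.14 with the identifiers exchanged) and TNFAIP2 (1.30) lie beyond 1, and AKT2 (0.29) and its SE span 0.

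To see whether other components of the m6A pathway changed, 15 further writers, erasers and readers were examined. Of these, 0 passed both thresholds over all genes and 0 had an adjusted p-value under 0.05 adjusted over the list alone. YTHDF3, a reader protein gene on chromosome 8, had the largest change of the list: it was at 10.9 and 9.94 FPKM in shCtrl and at 5.33 and 2.38 FPKM in shKIAA1429, a log2 fold change of -1.30 (SE 0.33) with a limma adjusted p-value of 0.163 over the list and 0.665 over all genes. It was -0.85 without shKIAA1429 replicate 2. The writer genes METTL3, METTL14 and WTAP changed by 0.29 (SE 0.16), -0.39 (SE 0.18) and -0.01 (SE 0.16).

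The study named cell cycle, apoptosis, translation, Toll-like receptor and chemokine processes, and 8 gene lists were tested with camera at a preset correlation of 0.01. The interferon-stimulated genes had a median log2 fold change of -0.52, with 31 of 31 genes lower in shKIAA1429 and a camera adjusted p-value of 1.68e-12. For 16 of the 31 genes both shKIAA1429 values lay below both shCtrl values, an arrangement in that direction that chance gives for 16.7% of genes. That rate holds for a single gene, and genes that vary together are not separate trials, so the share is no test of the list. The cytosolic ribosomal proteins had a median of 0.10, with 70 of 79 genes higher and an adjusted p-value of 1.37e-06 by camera. Neither call held under fry, with an adjusted p-value of 0.908 for each, nor under camera with an estimated correlation, with 0.856 for each. These alternatives had little power for the interferon-stimulated genes as they varied in these 4 samples. With a simulated fall of 2 on the log2 scale added to these genes, the fry p-value multiplied by the 8 lists was 0.0923. That of camera with an estimated correlation was 0.487. For genes that vary independently, a fall of 1 gave 0.00539 and 0.0128 with the same fit. Those genes were drawn with a fixed spread that was not fitted to these libraries. At that spread and that fall, the number of samples alone did not prevent a call. For such genes, a fall as small as the observed median was not tried. The spread between single libraries was large: the median of the interferon-stimulated genes was -0.18 without shCtrl replicate 1, and that of the ribosomal proteins was 0.05 without shKIAA1429 replicate 1. The deviation of the interferon-stimulated genes from their mean over the 4 samples had a median of 0.54 in shCtrl replicate 1, -0.04 in shCtrl replicate 2, -0.05 in shKIAA1429 replicate 1 and -0.39 in shKIAA1429 replicate 2. IFIT1, among these genes (chromosome 10, from 91152303 to 91163745), was at 27.6 and 19.9 FPKM in shCtrl and at 10.3 and 9.95 FPKM in shKIAA1429. The other 6 lists did not pass: the median log2 fold change was -0.18 for S phase (43 genes, adjusted p-value 0.121), -0.06 for G2/M phase (54 genes, 0.497), -0.14 for chemokines and receptors (7 of 59 genes tested, 0.497), 0.09 for the Toll-like receptor pathway (24 genes, 0.497), -0.02 for apoptosis regulators (29 genes, 0.497) and -0.04 for the m6A machinery (15 genes, 0.509). With the replicate number as a block, the S phase list did pass by camera at the preset correlation, with an adjusted p-value of 0.000633. Leaving out shKIAA1429 replicate 1 turned the S phase median to 0.24, the G2/M median to 0.24, the apoptosis median to 0.07 and the m6A machinery median to 0.08. Leaving out shKIAA1429 replicate 2 turned the chemokine median to 0.45.

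**Figure D5:**
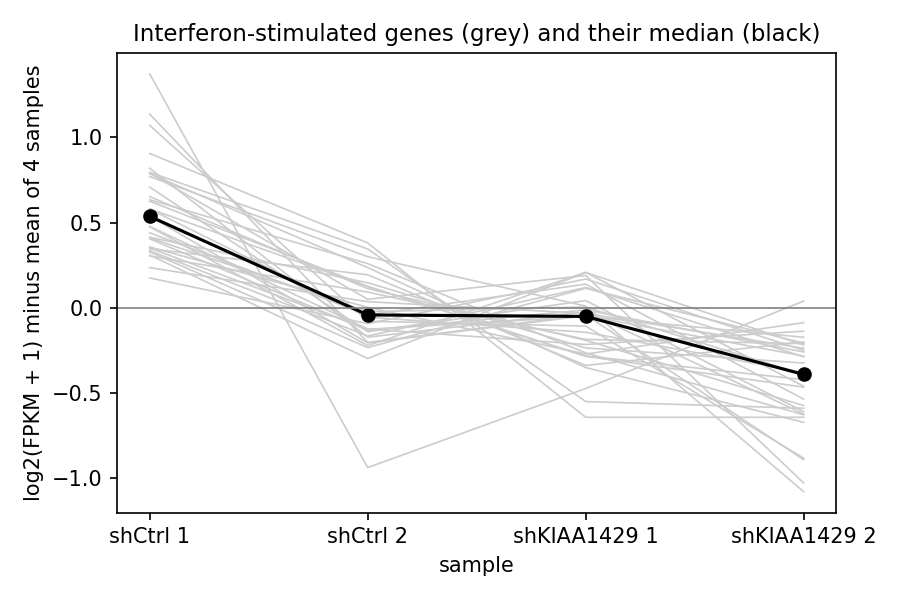
Log2(FPKM + 1) minus the mean of the 4 samples (vertical axis) of the 31 interferon-stimulated genes tested, by sample (horizontal axis), with grey lines for genes and black points for their median. The median is 0.54 in shCtrl replicate 1 and -0.39 in shKIAA1429 replicate 2, and -0.04 and -0.05 in the remaining samples.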

Values the study reported

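The study reported 448 genes that differed by at least 2-fold between control cells and cells with stable KIAA1429 knockdown. It counted 1152 m6A peaks that decreased and 489 that increased after knockdown. Of the changed genes, 22 carried a decreased peak. RNA bound by KIAA1429 comprised 2171 enriched transcripts, and 7 genes were common to the 3 assays.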

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

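The count of genes past both thresholds was 0 with upper quartile scaling, without a filter, with an FPKM of at least 1 in every sample, with a pseudocount of 0.1, with the replicate block, with the adjusted p-value alone, with treat, with a robust variance estimate, with each transcript tested by itself and with the 2 identifiers exchanged. With a log2 fold change over 1 alone it was 125, of which 58 were higher and 67 lower, because no test was then applied. The alternatives that need counts (DESeq2, its size factors within edgeR, and totals or TMM factors) were not run, since the values are FPKM. Leaving out a replicate gave no count of calls, since an arm then has 1 sample.

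VIRMA was lower in shKIAA1429 under every alternative run, from -0.80 to -0.26 across the 4 fits that each left out a replicate, with an adjusted p-value between 0.420 and 0.947 in the others. GATA3 was higher, from 1.72 to 1.86 across the 4 fits, with an adjusted p-value between 0.232 and 0.303 where the identifiers stood as deposited; with the 2 identifiers exchanged its log2 fold change was 0.14. Of the 7 genes listed by the study, the number under 0.05 when adjusted over the list alone was 5 with upper quartile scaling and 5 with the replicate block.

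Each of the next ranges covers the 4 fits that each left out a replicate, and the sign changed within it, since an arm then rests on 1 sample. AKT2 ranged from -0.37 to 0.95, WTAP from -0.118 to 0.0896, RBM15 from -0.30 to 0.22, RBM15B from -0.0340 to 0.124, ZC3H13 from -0.168 to 0.0714, ALKBH5 from -0.10 to 0.12, YTHDF2 from -0.16 to 0.76, YTHDC2 from -0.24 to 0.0026 and ELAVL1 from -0.357 to 0.0713. The list medians ranged from -0.57 to 0.24 for S phase, from -0.30 to 0.24 for G2/M phase, from -0.34 to 0.45 for chemokines and receptors, from -0.0520 to 0.0749 for apoptosis regulators and from -0.145 to 0.0840 for the m6A machinery. The interferon-stimulated genes kept their sign, from -0.70 to -0.18, as did the ribosomal proteins, from 0.05 to 0.16.

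With fry and with camera at an estimated correlation, the interferon-stimulated genes (median -0.52) and the ribosomal proteins (median 0.10) no longer passed, with adjusted p-values of 0.908 and 0.856. Both alternatives take the correlation among the genes of a list from the data in place of the preset 0.01, with only 2 residual degrees of freedom. With a simulated fall of 3 added to the interferon-stimulated genes, the p-values of these alternatives multiplied by the 8 lists were 0.0479 and 0.407. For genes that vary independently, a fall of 1 gave 0.00539 and 0.0128. Not passing the alternatives therefore does not show that the interferon-stimulated genes were without a change. The other lists were not tried with an added change. Replicate agreement by Spearman's rho was 0.964 within shCtrl and 0.959 within shKIAA1429; the cause of the shift from Pearson's r was not tested.

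The replicate numbers are shared by the groups, but no label says that a number marks a common batch. With the replicate number as a block, 0 genes passed and the S phase list passed, with a median of -0.18 and an adjusted p-value of 0.000633. The deviations of same-numbered samples from their group means had a correlation of 0.32 across genes and of 0.064 across transcripts, over only 2 pairs. Apart from that list and the number of the study's genes under 0.05 when adjusted over the list alone (5 in place of 4), the block changed no call. With fry and the replicate block together, added after the data were seen, the S phase list, the interferon-stimulated genes (median -0.52) and the ribosomal proteins (median 0.10) had an adjusted p-value of 0.4998 each, and with an estimated correlation and the block 0.763 each. These fits leave 1 residual degree of freedom and cannot decide whether the blocked call of the interferon-stimulated genes holds. Even with a simulated fall of 3 added to these genes, the fry p-value multiplied by 8 was 0.129 with the block. That with an estimated correlation stayed at 1. For genes that vary independently, a fall of 3 gave 0.0185 by fry and 0.0620 with an estimated correlation, and a fall of 1 gave 0.0543 and 0.176. The blocked calls of the S phase list and the ribosomal proteins are also left undecided, since no change was simulated for them.

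Without depth or counts, the precision of a single FPKM is unknown, which limits statements about low genes and about transcripts listed at 0.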

Other observations

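The tests on the split of on-and-off transcripts and their gene totals, and on the splits of the interferon-stimulated genes, were set before their result was known; the other tests were chosen only after the values were seen.

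The rows of the shorter main transcripts of GATA3 and KCTD20 stood in each other's place in the identifier order, while the other rows followed it. As deposited, that of GATA3 went from 0 FPKM in both shCtrl samples to 24.3 and 24.4 FPKM, and that of KCTD20 stayed between 10.4 and 11.9 FPKM while the longer KCTD20 transcript, which contains all 4094 exonic bases of the shorter, fell from 37.8 and 32.3 FPKM to 11.3 and 10.8 FPKM. A candidate explanation is that the identifiers of the 2 rows were exchanged. Exchanging them back took the log2 fold change of GATA3 from 1.79 to 0.14 and that of KCTD20 from -0.94 to -0.07, which lowered the sum of their absolute values by 2.52. Of 38507 transcripts of other genes, 26, that of KCTD20 included, lowered that sum as much when exchanged with the shorter GATA3 transcript, and the median reduction over all of them was -0.09. The alternative is that GATA3 RNA rose in shKIAA1429 cells and the rows were moved whole. The longer GATA3 transcript changed by only 0.18 (spread between replicates 0.13), but the quantification may assign shared bases to either transcript, so this cannot be told apart from the values of the files. The reads were not analysed here. By qPCR and western blot, the study reported higher GATA3 RNA and protein after KIAA1429 knockdown in SK-Hep1 and HCCLM3 cells. Those assays do not rest on these rows and were not analysed here. They do not settle which identifier belongs to which row.

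Transcripts that went from under 0.1 FPKM in both samples of one group to 5 FPKM or more in both of the other numbered 38, 14 higher and 24 lower in shKIAA1429, in 37 genes. Splitting the 4 samples by replicate number gave 33 such transcripts, and the crossed split gave 34. A change in the amount of RNA of these genes as the general explanation is argued against by their totals: 6 of the 37 genes had an absolute log2 fold change over 1, and the median was 0.15. The 34 transcripts of the crossed split are consistent with reads of overlapping transcripts being assigned differently from library to library, with no tie to the group. Changes of the transcript mixture in single genes stay open. Of the 7 genes listed by the study, 4 (GATA3, TNFAIP2, MLPH and EIF4G1) had such a transcript, against 33 of the 11650 other genes tested (Fisher's exact test, two-sided, p = 2.99e-09). GATA3 counts only with the identifiers as deposited; with the 2 identifiers exchanged, the numbers were 3 of the 7 and 34 of the 11650 (p = 1.02e-06 by the same exact test). In the other two splits, with the identifiers as deposited, 0 of the 7 did. The study chose these genes on the same samples, so the share is not independent evidence of an effect; how the choice was made was not tested.

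Samples with the same replicate number were more alike than samples of the same group. Testing the replicate number in place of the group gave 1530 genes with an unadjusted p under 0.05, against 656 for the group and 233 for the crossed split, and 2 genes passed both thresholds. GC content, transcript length and a few abundant transcripts were examined as technical explanations. Across the 11564 genes with annotated sequence, a trend with GC content explained 1.04% of the difference between replicates 2 and 1, and a trend with transcript length explained 0.00913%, so neither was the whole cause. With the GC trend removed, 1526 of these genes had an unadjusted p under 0.05 for the replicate number, against 1515 without the removal. A few abundant transcripts shift all genes together, but the median difference over the genes tested was 0.0112, where the median of its absolute value was 0.17, which argues against such a shift. A preparation or sequencing batch shared by same-numbered samples stays open, since the labels give none.

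The interferon-stimulated genes were lower in shKIAA1429 in 31 of 31 genes, with a median of -0.52. Between same-numbered samples, the median difference of shKIAA1429 from shCtrl was -0.67 for replicates 1 and -0.39 for replicates 2, and 28 of the 31 genes were lower in both pairs. Between shCtrl replicate 2 and shKIAA1429 replicate 1 it was -0.03, with 16 of 31 genes lower, and between shCtrl replicate 1 and shKIAA1429 replicate 2 it was -0.96, with 31 of 31 genes lower. Splitting the samples by replicate number gave a median of -0.44 with 31 of 31 genes in one direction, and the crossed split gave -0.12. The genes of the list may vary together from library to library with no tie to the group. This cannot be told apart from an effect of the hairpin, since the split by replicate number gave a median close in size to that of the group, and 2 same-numbered pairs are too few to set the direction against chance. Over the 30 genes with annotated sequence, the trend of the group difference with GC content had a median of -0.0104 and that with transcript length a median of -0.0089, and the median change of all genes tested was -0.0083. These values argue against GC content, length and a common shift from a few abundant transcripts as the whole cause. A difference between the infected cell populations, or an effect of KIAA1429, stays open and untested.

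The number of genes past both thresholds here was 0, with 656 at an unadjusted p under 0.05. That is lower than the value quoted from the study above. By fold change alone it was 125. That is also lower than the value quoted above. The direction by fold change depends on the unit. With each transcript as a feature, 0 transcripts passed both thresholds, 1807 transcripts passed by fold change alone, and 825 passed it with an unadjusted p under 0.05, in 659 genes. The last 3 counts are higher than the value quoted above. By summed FPKM, the median absolute log2 fold change of the 659 genes was 0.27, and 72 of them exceeded 1. With genes as the unit, 93 passed by fold change with an unadjusted p under 0.05, 44 higher and 49 lower. That count is lower than the value quoted above. By its methods, the study tested read counts per gene, while the counts here rest on log2(FPKM + 1) of filtered genes or transcripts. That scale understates the change of low genes, and a count of transcripts is not a count of genes. The values are therefore not like for like, and the cause of the differences was not tested.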
